A study of Homo sapiens with 6 samples.

How the data were processed

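RNA sequencing libraries were available from 6 cultures of cardiomyocytes derived from the human iPSC line WTC11, 3 grown in RPMI plus B27 and 3 in DMEM plus fatty acids. Total RNA was isolated on silica columns with DNase digestion on the column, and libraries were made with a stranded mRNA kit, per the labels' protocols. The labels give neither the composition of the media nor the time the cells spent in them. Groups and replicate numbers were taken from the sample titles.

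The deposited values were raw counts per gene symbol, 1 file per library, with no normalization and no pooling of replicates. The names of the 5 summary rows at the end of each file are those that htseq-count writes. The aligner, the genome build, the gene annotation, the strand setting and the version of the counter were stated neither in the labels nor in the files, so no coordinates are given, and genes are identified by the deposited symbol alone. Each file listed 38557 genes, of which 11578 had no count in any library. The summary rows name no gene and were kept out of library sizes and tests. Reads assigned to no gene made up 5.44% to 7.57% of all counted rows per library, reads overlapping more than one gene 3.90% to 4.15%, and reads aligned to more than one place 3.05% to 4.10%. The other 2 summary rows were 0 in every file. Gene rows held 84.4% to 87.2% of each library, or 23232324 to 31035389 counts. Because reads aligned to more than one place were set aside, genes with near-identical copies can be undercounted, including MYH6 and MYH7, GGT1, the mitochondrially encoded genes and genes with processed pseudogenes such as LDHA and KRT8. Antisense and overlapping genes are likewise uncertain, since the strand setting is not stated.

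Counts were tested with edgeR 4.0.16 in R 4.3.3. Genes were filtered with filterByExpr at its defaults (minimum count 10, minimum total count 15), which left 16107 genes, and libraries were scaled by TMM. The quasi-likelihood test compared DMEM plus fatty acids with RPMI plus B27 over all 6 libraries without further covariates, and p values were adjusted by Benjamini-Hochberg with a threshold of 0.05. The biological coefficient of variation was 25.6%. Fold changes are DMEM plus fatty acids over RPMI plus B27 on the log2 scale, and their standard errors are those implied by the F statistic. CPM values of single genes are scaled by TMM unless stated otherwise and are given as mean ± SD of 3 libraries. Genes changed at least 2-fold were those past the threshold with an absolute fitted log2 fold change of at least 1, which is a filter and not a test against a 2-fold change.

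The main tests, the alternatives (except fry with the replicate block), the 25 gene lists and the rule for naming genes were fixed before the data were examined. The rule takes the 6 largest increases and the 6 largest decreases among called genes with a mean of at least 10 CPM in the higher medium and no overlap between media, the 3 genes with the smallest p in each direction, 28 genes chosen for their roles in substrate use and cardiomyocyte maturation, and up to 4 members with the smallest p of a list under discussion. Of the genes this rule selects, 5 are not reported here, 4 of them among the 28. DDR2, PDGFRA, SOX17, INSR, ALB, APOB, TTR and CDKN2B, named in the closing section, lie outside this rule and were named after their values were seen. The 25 gene lists covered metabolism, sarcomere and excitation genes, signalling responses and markers of cell types. They were tested with camera of limma 3.58.1 on log2 CPM (prior count 2) with an inter-gene correlation preset to 0.01, adjusted over the 25 lists. Symbols in the lists were matched to the deposited ones, in which mitochondrially encoded genes carry no prefix (COX1, ND4L). Shares of isoforms and of mitochondrially encoded genes were computed on raw counts within each library and compared by exact two-sided permutation tests, for which 3 against 3 libraries cannot give a p under 0.1. These tests ignore the pairing described below, and beside 2 of them the result within pairs is given with an exact sign-flip test, which cannot give a p under 0.25 with 3 pairs. Intervals of single shares are 95% Wilson intervals. A count of 0 was read as allowing up to 3 counts. Without molecular identifiers, intervals and this limit cover counting error only.

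The replicate numbers in the titles are shared between media, and whether they pair the libraries was checked on each library's deviations from the mean of its medium. Deviations of libraries with the same number correlated at 0.31, 0.43 and 0.37 across genes for replicates 1, 2 and 3, and those with other numbers at -0.24 to -0.14. The numbers were therefore treated as pairing the libraries, although the labels do not say what they share. The fit with the replicate number as a block had a biological coefficient of variation of 18.2%, with 2 residual degrees of freedom in place of 4, and its values are printed where they change a call or move a count by more than 1.5 times.

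The alternatives tried were scaling by median-of-ratios factors (the RLE method of edgeR), by total counts and by TMM without the mitochondrially encoded genes, the Wald test of DESeq2 1.42.0, limma-voom, no filter, a filter of at least 10 counts in every library, the replicate block, removal of trends with GC content and gene length, a threshold of 0.01, glmTreat against a log2 fold change of 0.5, and leaving out each library in turn. For the lists, camera with an estimated correlation, fry, a prior count of 0.5 and, chosen after the results were seen, fry with the replicate block were also tried. For GC content and length, symbols were matched to the longest transcript of GENCODE release 29, which gave a value for 26717 symbols, 92.8% of the tested genes and 98.2% of the called ones, and the trends were removed per library by lowess with a span of 0.3.

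For the closing section, 5 further lists with an expected sign per gene (thyroid hormone targets, atrial against ventricular identity, other glucose-sensing targets, other FOXO targets, and hypoxia response without glycolysis genes) were tested by fry with adjustment over the 5. They were written after the first results, but before the values of their members were looked up. They were first to be read by an unadjusted fry p under 0.05 without the block, by which 0 of the 5 decided (2 had one with the block). After their values were seen the reading was changed to an unadjusted fry p under 0.05 with or without the block together with at least 2 called members in the expected direction and none against it, which changed the reading of the hypoxia list and of no other.

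The gene test was run on simulated counts drawn from the means, dispersions and library sizes of the real data for the comparison of the media, with 200 of 16107 genes changed. It called 132 genes, 125 of them truly changed and 7 not, and recovered 82.4% of the 4-fold and 39.1% of the 2-fold changes, with 0 calls of the wrong sign. The fit with the block called 121 genes on the same counts, which were simulated without pairing. Camera called a simulated list of 20 risen genes (adjusted p 3.18e-35) and 0 of 25 unchanged lists, in a simulation where genes vary independently of each other.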

Results

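Gene expression was measured by RNA sequencing in cardiomyocytes derived from WTC11, an established human induced pluripotent stem cell (iPSC) line. The cells had been kept in one of 2 backbone media. One was RPMI with B27, a serum-free supplement, and the other was DMEM with added fatty acids. Each medium had 3 biological replicates, numbered 1 to 3 in both media, which gave 6 libraries and a single comparison, DMEM plus fatty acids against RPMI plus B27. The question was which transcripts differ with the backbone medium. The RPMI plus B27 libraries held 27950284, 24041453 and 27930282 gene counts (replicates 1 to 3), and the DMEM plus fatty acids libraries held 23232324, 29118203 and 31035389. Between 21753 and 23057 of the 38557 listed genes had at least 1 count in a library. A gene with a count of 0 in a library could have been present there at up to 0.0967 to 0.129 CPM (counts scaled to a common library total), depending on the library. The most abundant gene in each of the 6 libraries was the mitochondrially encoded COX1, with 1.20% to 1.93% of the gene counts.

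Libraries of the same medium correlated across the 16107 tested genes at a Pearson's r of log2 CPM of 0.961 to 0.984 for RPMI plus B27 and 0.971 to 0.982 for DMEM plus fatty acids, where genes are not independent replicates. Between media, r was 0.944 to 0.977 for libraries with the same replicate number and 0.941 to 0.968 for the other pairs. The ranges within and between media overlapped. No pair of libraries agreed within sampling noise, since the smallest chi-square per degree of freedom between 2 libraries was 29.4, so all 6 were counted as separate replicates. The first principal component held 46.9% of the variance and separated the media, and the second held 25.9% and followed the replicate number in both media.

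**Figure D1:**
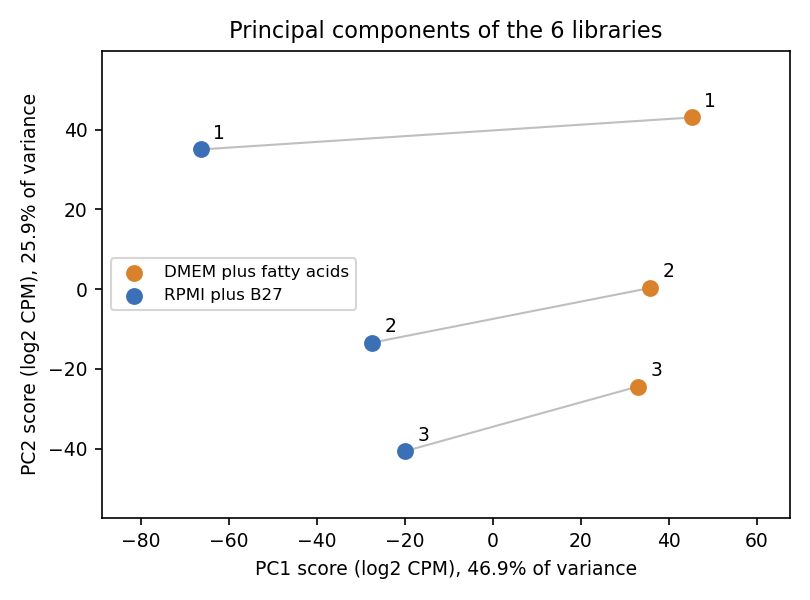
Scores of the 6 libraries on the first and second principal components of log2 CPM, coloured by medium, with a line joining libraries of the same replicate number. The RPMI plus B27 libraries lie at -66.5 to -20.0 on the first component and the DMEM plus fatty acids libraries at 32.9 to 45.1, and on the second component the libraries numbered 1 lie highest and those numbered 3 lowest.

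Of the 16107 genes tested, 219 had an adjusted p under 0.05 between media (edgeR quasi-likelihood test, Benjamini-Hochberg), 47 higher and 172 lower in DMEM plus fatty acids. The lower genes made up 78.5% of these calls, and 63.4% (128 of 202 genes) when libraries were scaled by total counts alone, a scaling under which the median log2 fold change of all genes was 0.12 instead of 0.01. The filter of an absolute log2 fold change of at least 1 left 184 genes, 32 higher and 152 lower. The smallest adjusted p was 0.00478. The 3 replicates of each medium did not overlap in CPM for any of the 219 genes, and the same held for 25.6% of all tested genes, where chance gives 10%. With the replicate number as a block, 770 genes passed, 219 higher and 551 lower, among them all 219 genes of the fit without the block with the same sign, and 487 of the 770 changed at least 2-fold. Leaving out 1 library lowered the count to 30, 4 and 131 genes without RPMI plus B27 replicate 1, 2 and 3, and to 11, 12 and 3 genes without DMEM plus fatty acids replicate 1, 2 and 3. At an unadjusted p under 0.05 there were 2848 genes.

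The 6 largest increases among called genes with at least 10 CPM in the higher medium included those of INHBE (inhibin beta E subunit, log2 fold change 3.94 ± 0.70, SE), ABLIM3 (actin-binding LIM protein 3, 3.13 ± 0.48), PMEL (premelanosome protein, 2.78 ± 0.26), SLC6A9 (a glycine transporter, 2.62 ± 0.39) and ADGRG2 (an adhesion G protein-coupled receptor, 2.41 ± 0.39). The adjusted p values of these 5 ran from 0.0164 for PMEL to 0.0493 for INHBE. PMEL rose from 6.67 ± 1.65 CPM in RPMI plus B27 to 45.8 ± 10.5 CPM in DMEM plus fatty acids (SD, n = 3 each). INHBE was uneven between replicates, with 32.3, 7.49 and 8.36 CPM in DMEM plus fatty acids against 0.522 to 1.32 CPM in RPMI plus B27. The largest decreases were those of the extracellular matrix genes DCN (decorin, -5.81 ± 0.81), BGN (biglycan, -5.66 ± 0.94) and COL11A1 (collagen XI alpha 1, -4.47 ± 0.73), and of PTGIS (prostaglandin I2 synthase, -5.56 ± 0.72), KRT7 (keratin 7, -5.50 ± 0.55) and CPA4 (carboxypeptidase A4, -4.52 ± 0.50), with adjusted p values of 0.0233 to 0.0427. DCN fell from 23.9 ± 13.2 to 0.398 ± 0.345 CPM, BGN from 58.7 ± 56.6 to 1.15 ± 0.714 CPM and COL11A1 from 102.6 ± 102.7 to 4.63 ± 1.07 CPM (SD, n = 3 each). The spread in RPMI plus B27 was thus about as large as the mean for BGN and COL11A1. Without RPMI plus B27 replicate 1 their log2 fold changes were -4.56 and -3.23.

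The smallest p values among decreases were those of AK4 (adenylate kinase 4), TXNIP (thioredoxin-interacting protein) and its relative ARRDC4. AK4 went from 186.0 ± 18.8 to 46.6 ± 4.67 CPM (log2 fold change -2.0 ± 0.13, adjusted p 0.00478), TXNIP from 225.4 ± 47.9 to 10.3 ± 3.26 CPM (-4.45 ± 0.30, adjusted p 0.00478) and ARRDC4 from 37.0 ± 6.17 to 7.27 ± 1.02 CPM (-2.35 ± 0.19, adjusted p 0.0141). Among increases the 3 smallest included those of PMEL and GGT1 (gamma-glutamyltransferase 1, 1.45 ± 0.15, adjusted p 0.0242). GGT1 has near-identical copies in the genome, so its counts are uncertain. AK4 and TXNIP passed in each of the 6 fits that left out 1 library. The other genes named here for their size or p value lost their call in at least 2 of those 6 fits and kept their direction in all 6.

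Of 24 genes chosen as markers of substrate use and cardiomyocyte maturation, 3 passed. CPT1A (carnitine palmitoyltransferase 1A, the liver-type enzyme of mitochondrial fatty acid entry) rose from 29.3 ± 4.82 to 98.7 ± 33.1 CPM (log2 fold change 1.75 ± 0.27, adjusted p 0.0402), LDHA (lactate dehydrogenase A) fell from 1385.1 ± 506.3 to 288.4 ± 91.9 CPM (-2.26 ± 0.32, adjusted p 0.0347), and TXNIP is given above. CPT1A and LDHA each kept their call in 1 of the 6 fits that left out 1 library, with adjusted p values up to 0.123 and 0.115. With the replicate number as a block 7 of the 24 passed, the others being HK2 (hexokinase 2), MYH7, NPPA and NPPB. HK2 had a log2 fold change of -1.82 ± 0.54 with an adjusted p of 0.154 without the block and 0.00642 with it (0.00642 to 0.364 over its 10 alternatives). MYH7 (beta myosin heavy chain) had -1.27 ± 0.39 with 0.163 and 0.0359 (0.0122 to 0.379), NPPA (atrial natriuretic peptide) -1.75 ± 0.35 with 0.0646 and 0.0460 (5.34e-05 to 0.212), and NPPB (B-type natriuretic peptide) -3.83 ± 0.70 with 0.0540 and 0.0238 (0.000171 to 0.150). MYH6 (alpha myosin heavy chain) had 0.86 ± 0.27 and did not pass in either fit (adjusted p 0.166 and 0.0797). It was called in 1 of its 10 alternatives (0.0176 to 0.396). Neither fit called TNNI1, TNNI3, MYL2, MYL7, CPT1B, PDK4, ANGPTL4, CD36, PLIN2, SCD, HK1, PPARGC1A, KCNJ2, RYR2, ATP2A2 or MKI67. Of these, KCNJ2 was called in 1 of its 10 alternatives (adjusted p 0.0183 to 0.282).

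Of 25 gene lists, 15 had an adjusted p under 0.05 by limma camera with a preset inter-gene correlation of 0.01, 5 higher and 10 lower in DMEM plus fatty acids. Camera with that preset also called 5 to 12 lists in the 9 other divisions of the 6 libraries into 3 and 3. Its calls may be liberal here, but these divisions give no rate of false calls. Each of them mixes the media unevenly, so part of the medium difference stays between the groups. Fry is a rotation test that keeps the correlation between genes. It asks whether a list changed at all, while camera asks whether it changed more than other genes. Fry held 4 of the 15 (fatty acid oxidation, retinoid response, fibroblast and stromal markers, and epicardial markers, each with an adjusted p of 0.0409). With the replicate number as a block, fry called fatty acid oxidation (0.0373), retinoid response and epicardial markers (0.0320 each) again but not fibroblast and stromal markers (0.127), and it also called glycolysis and hypoxia response (0.0320 each, 0.122 and 0.0962 without the block), endothelial markers (0.0329, 0.0813 without) and calcium handling (0.0266, 0.506 without). Camera with an estimated correlation held 0 (smallest adjusted p 0.384, with 2 lists at an unadjusted p under 0.05). The call of 12 of the 15 lists was kept in each of the 6 fits that left out 1 library, and the exceptions are named below.

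**Figure D2:**
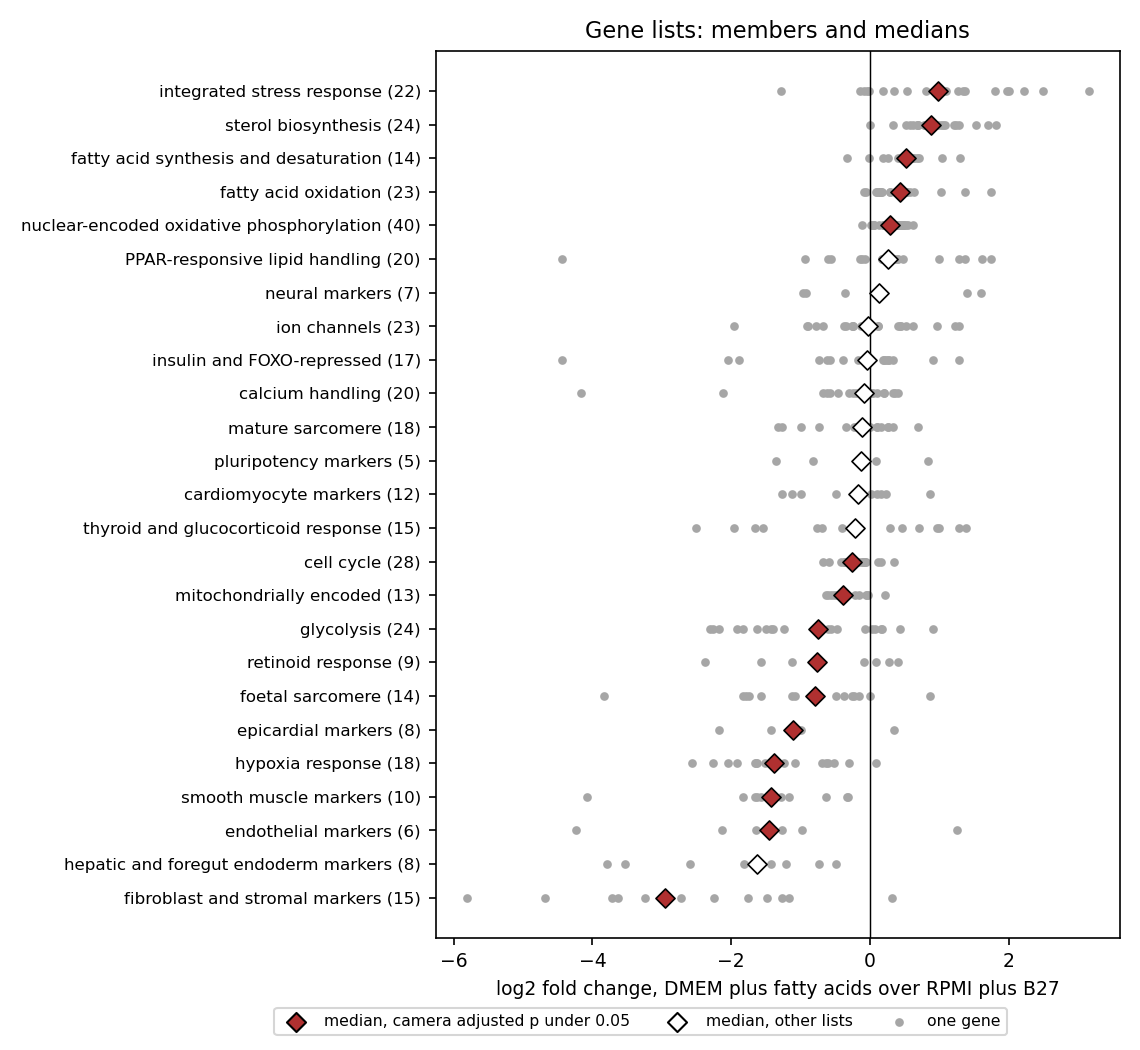
Log2 fold change, DMEM plus fatty acids over RPMI plus B27, of the tested members of 25 gene lists (grey points, one per gene, with the number tested in brackets) and of each list's median (diamonds, filled where the camera adjusted p was under 0.05). The medians run from -2.95 for fibroblast and stromal markers to 0.98 for the integrated stress response.

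Fatty acid oxidation genes had a median log2 fold change of 0.44, with 21 of 23 higher in DMEM plus fatty acids (camera adjusted p 3.24e-06). Of these, 2 passed over all genes tested and 6 when adjusted over the list alone. They were CPT1A and ETFDH (electron transfer flavoprotein dehydrogenase, 1.02 ± 0.12, adjusted p 0.0252), while HADHA (0.52 ± 0.11) and HADHB (0.53 ± 0.14) had adjusted p values of 0.0799 and 0.120. Nuclear-encoded subunits of oxidative phosphorylation had a smaller median of 0.28, with 39 of 40 higher (camera adjusted p 1.05e-07) and 0 passing over all genes or over the list alone, where 15 had an unadjusted p under 0.05. The 13 mitochondrially encoded genes had a median of -0.39, with 12 of 13 lower (camera adjusted p 0.00194), 0 passing by either adjustment and 5 at an unadjusted p under 0.05. Lipid handling genes responsive to peroxisome proliferator-activated receptors (PPARs) were not called (median 0.26, camera adjusted p 0.172), with 2 of 20 passing over all genes, CPT1A upward and TXNIP downward, and 3 adjusted over the list alone (2 higher, 1 lower).

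Glycolysis genes had a median of -0.75, with 18 of 24 lower (camera adjusted p 2.58e-06). LDHA and PFKFB3 (a regulator of glycolytic flux, -1.43 ± 0.25, adjusted p 0.0471) passed over all genes tested, 17 passed when adjusted over the list alone (1 higher, 16 lower), and 12 passed over all genes with the replicate number as a block (1 higher, 11 lower). The higher one was PFKFB2 (0.92 ± 0.19, adjusted p 0.0732 without and 0.0236 with the block, 0.00210 to 0.213 over its 10 alternatives). The glucose transporter SLC2A3 was called in 3 of its 10 alternatives, with the block, by the DESeq2 Wald test and without RPMI plus B27 replicate 3 (-1.49 ± 0.29, adjusted p 0.0609, and 0.0258, 8.51e-05 and 0.041 in those 3, with a range of 8.51e-05 to 0.176). Hypoxia response genes had a median of -1.38, with 17 of 18 lower (camera adjusted p 1.01e-08), and 5 of the 18 were also in another list. Of these 18, 3 passed over all genes (LDHA, BNIP3 at -2.04 ± 0.32 and P4HA2 at -1.08 ± 0.19), 15 adjusted over the list alone and 9 over all genes with the block.

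Integrated stress response genes had a median of 0.98, with 17 of 22 higher (camera adjusted p 3.24e-06). Of these, 2 passed over all genes, PSAT1 (phosphoserine aminotransferase 1, 2.01 ± 0.32, adjusted p 0.0405) and SHMT2 (mitochondrial serine hydroxymethyltransferase, 1.27 ± 0.21, adjusted p 0.0427), 15 when adjusted over the list alone (14 higher, 1 lower), and 8 over all genes with the block (8 higher), which added TRIB3 (2.49 ± 0.45) and PCK2 (2.22 ± 0.42). Sterol biosynthesis genes had a median of 0.88, and all 24 were higher (camera adjusted p 0.00280), but 0 passed by either adjustment and 3 had an unadjusted p under 0.05. That median rested on 1 library and was 0.06 without DMEM plus fatty acids replicate 1 (camera adjusted p 0.844). Fatty acid synthesis and desaturation genes had a median of 0.53 (12 of 14 higher, camera adjusted p 0.0417, 0 passing by either adjustment and 4 at an unadjusted p under 0.05), which was 0.01 without that same library. This list kept its call in 2 of the 6 fits that left out 1 library, and its camera adjusted p was 0.0525 under scaling by total counts.

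Fibroblast and stromal markers had the lowest median, -2.95, with 14 of 15 lower (camera adjusted p 1.25e-10). Over all genes 7 passed, 12 when adjusted over the list alone and 11 over all genes with the block. The 4 with the smallest p were COL1A1, DCN, FBN1 and LOX, and COL1A1 (collagen I alpha 1) fell from 1829.4 ± 940.2 to 278.2 ± 61.6 CPM (-2.72 ± 0.38, adjusted p 0.0338). Smooth muscle markers had a median of -1.42, with 10 of 10 lower (camera adjusted p 1.65e-05). Of these, 1 passed over all genes (LMOD1, -1.62 ± 0.21) and 3 adjusted over the list alone. With the block 4 passed over all genes and 8 adjusted over the list alone. Epicardial markers had -1.11, with 7 of 8 lower (camera adjusted p 0.000120), 1 passing over all genes (KRT8, -1.10 ± 0.17), 4 adjusted over the list alone and 4 over all genes with the block. Endothelial markers had -1.46, with 5 of 6 lower (camera adjusted p 0.0102), 0 passing over all genes, 4 adjusted over the list alone and 2 over all genes with the block (1 higher, 1 lower). Their median was -0.82 without RPMI plus B27 replicate 1, and they were not called among genes with at least 10 counts in every library (camera adjusted p 0.407). Cardiomyocyte markers were not called (median -0.18, camera adjusted p 0.203, 0 of 12 passing by either adjustment, 3 at an unadjusted p under 0.05), except without DMEM plus fatty acids replicate 1 (-0.23, camera adjusted p 0.0441). With the block 2 of them passed over all genes and 4 adjusted over the list alone.

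Foetal sarcomere genes had a median of -0.79, with 13 of 14 lower (camera adjusted p 0.000107). Of these, 1 passed over all genes (TPM2, -1.08 ± 0.14, adjusted p 0.0292) and 5 adjusted over the list alone (1 higher, 4 lower). With the block 3 passed over all genes and 8 adjusted over the list alone. The exception in direction was MYH6, and 5 of the 14 genes were also in another list. The larger falls included those of the natriuretic peptide genes NPPB (-3.83) and NPPA (-1.75) and of TAGLN (-1.83), also a smooth muscle marker. Among sarcomere genes ACTC1 had -1.13 and TPM2 is given above, while TNNI1 (-0.23) and MYL7 (-0.003) were lower by little. The median of this list is therefore no measure of foetal sarcomere isoforms alone. Mature sarcomere genes were not called (median -0.12, camera adjusted p 0.461, 0 of 18 passing over all genes or over the list alone, and 6 over the list alone with the block). Over all genes 4 passed with the block, CKM (0.69 ± 0.18, adjusted p 0.112 without and 0.0438 with the block, the smallest p of the list without it) upward and CSRP3 (-1.33 ± 0.41), ACTN2 (-1.0 ± 0.30) and MYH7 downward. The median of the mature sarcomere genes was -0.38 and called without DMEM plus fatty acids replicate 1 (camera adjusted p 0.0418). Calcium handling genes had a median of -0.09 (camera adjusted p 0.140, 0 of 20 passing over all genes, 1 adjusted over the list alone, 6 at an unadjusted p under 0.05). With the block 3 passed over all genes and 6 adjusted over the list alone. Calcium handling was called without RPMI plus B27 replicate 3 (-0.19, camera adjusted p 0.0305) and without DMEM plus fatty acids replicate 1 (-0.26, camera adjusted p 0.0418). Ion channels were not called (median -0.03, camera adjusted p 0.461, 0 of 23 passing by either adjustment and 2 at an unadjusted p under 0.05). With the block 2 passed over all genes (1 higher, 1 lower) and 6 adjusted over the list alone.

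Retinoid response genes had a median of -0.76, with 6 of 9 lower (camera adjusted p 0.00999). CRABP2 (cellular retinoic acid binding protein 2) passed over all genes, from 672.8 ± 207.4 to 129.3 ± 39.0 CPM (-2.38 ± 0.32, adjusted p 0.0305), 4 of the 9 passed when adjusted over the list alone and 3 over all genes with the block. Its members ran from -2.38 to 0.40. Cell cycle genes had a median of -0.25 (25 of 28 lower, camera adjusted p 0.0456, 0 passing by either adjustment and 0 at an unadjusted p under 0.05). Their median changed sign without RPMI plus B27 replicate 3 (0.15) and without DMEM plus fatty acids replicate 1 (0.04) and was -0.02 and not called without DMEM plus fatty acids replicate 2, while it was -1.11 without DMEM plus fatty acids replicate 3. With the block it was -0.44, with an adjusted p of 0.000387 by camera and 0.377 by fry. Markers of hepatic and foregut endoderm had a median of -1.62 with 8 of 8 lower. Their call varied with the setting. They were not called over all libraries without the block (camera adjusted p 0.140, with 0 genes passing by either adjustment) and were called with it (0.000387, with 3 genes passing over all genes and 6 adjusted over the list alone), under scaling by total counts (0.0381), with no filter (0.0325), without RPMI plus B27 replicate 1 (0.000251) and without DMEM plus fatty acids replicate 3 (0.00291), and fry did not call them with the block (0.127). The adjusted p ran from 0.000251 to 0.738 over the 15 alternatives for this list. Their median was -0.02 without RPMI plus B27 replicate 3 and -5.00 without DMEM plus fatty acids replicate 3. The thyroid and glucocorticoid response list was not called (median -0.21, camera adjusted p 0.436), with 0 of 15 genes passing over all genes, 7 at an unadjusted p under 0.05 and 4 adjusted over the list alone (1 higher, 3 lower). With the block 4 passed over all genes (4 lower) and 8 adjusted over the list alone. The list named insulin and FOXO-repressed was not called (median -0.03, camera adjusted p 0.447). Despite that name its members include TXNIP and FBXO32, which the closing section treats as genes induced by FOXO factors. Of the 17 tested genes of this list, 3 passed over all genes (TXNIP and BNIP3 downward and FBXO32 upward). Adjusted over the list alone 4 passed (1 higher, 3 lower), and 5 over all genes with the block (1 higher, 4 lower). Pluripotency markers (median -0.13, camera adjusted p 0.444) and neural markers (0.14, camera adjusted p 0.743) were not called, with 0 genes passing by either adjustment and 0 and 2 genes at an unadjusted p under 0.05. Adjusted over the list alone with the block, 0 and 2 genes passed.

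The share of MYH7 in the counts of MYH6 and MYH7, a ratio within each library that needs no scaling, was 65.8% ± 11.6 in RPMI plus B27 and 31.4% ± 13.8 in DMEM plus fatty acids (SD, n = 3 each), a difference of -34.4 percentage points. The exact two-sided permutation test gave p = 0.1, the smallest value that 3 against 3 libraries allow. The share was lower in DMEM plus fatty acids in each of the 3 pairs of equal replicate number, with 79.2%, 59.6% and 58.6% against 47.4%, 24.4% and 22.5%. Counting error was small beside this spread, with 95% Wilson intervals from 79.1% to 79.3% for the first of these libraries and from 22.4% to 22.7% for the last, and these intervals cover counting error only. MYH6 and MYH7 are near-identical neighbours, and reads that the authors' counting could not split between them are not in these numbers.

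The share of TNNI3 (adult cardiac troponin I) in the counts of TNNI1 and TNNI3 was 7.88% ± 3.59 in RPMI plus B27 and 11.4% ± 5.04 in DMEM plus fatty acids (SD, n = 3 each). This difference of 3.51 percentage points was smaller than the SD of each medium (exact two-sided permutation test without pairing, p = 0.4), but the share was higher in DMEM plus fatty acids in all 3 pairs of equal replicate number, by 2.1 to 5.4 percentage points (exact sign-flip permutation test, p = 0.25, the smallest that 3 pairs allow). Dividing the counts by transcript length raised it to 9.31 percentage points with the same p. The share of MYL2 (ventricular myosin light chain) in the counts of MYL2 and MYL7 was 4.53% ± 4.31 and 3.96% ± 2.87 (SD, n = 3 each), a difference within the spread (exact two-sided permutation test, p = 0.9), and its direction reversed without RPMI plus B27 replicate 1 (1.87 percentage points) and without DMEM plus fatty acids replicate 2 (1.07 percentage points). The 13 mitochondrially encoded protein-coding genes made up 7.23% ± 0.402 of gene counts in RPMI plus B27 and 5.97% ± 0.631 in DMEM plus fatty acids (SD, n = 3 each), a difference of -1.26 percentage points in which the libraries of the media did not overlap (exact two-sided permutation test, p = 0.1, the smallest possible). Within pairs of equal replicate number the difference ran from -1.99 to -0.132 percentage points, with 6.77% against 6.64% in pair 1.

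**Figure D3:**
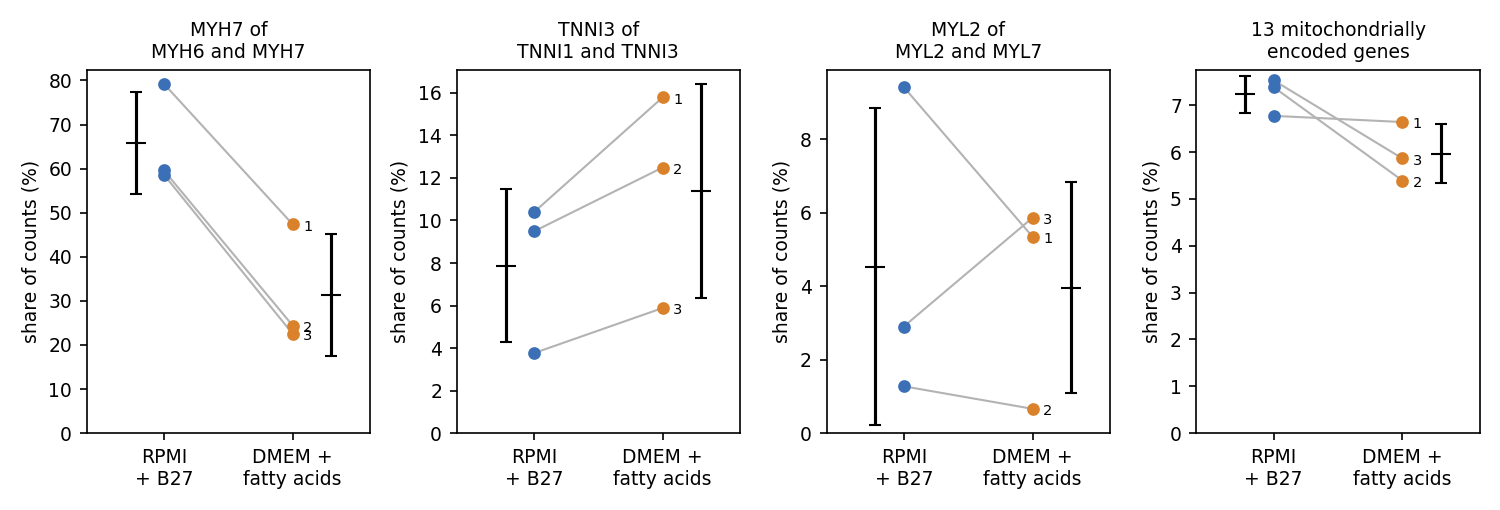
Share of counts in percent per library for MYH7 of MYH6 and MYH7, TNNI3 of TNNI1 and TNNI3, MYL2 of MYL2 and MYL7, and the 13 mitochondrially encoded genes of all gene counts. Points are libraries joined and labelled by replicate number, and the black marks beside them are the mean and SD of the 3 libraries of a medium. The MYH7 share falls in all 3 pairs, from 65.8% to 31.4% on average, while the MYL2 share falls in 2 pairs and rises in 1.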

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

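The deposited files hold reads that were not assigned to a gene, and these lie outside the comparisons of the report. They were singled out because their counts are far above the limit that a count of 0 allows, with no control samples to set them against. The test of mitochondrial reads was chosen after these shares were seen.

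Reads assigned to no gene made up 6.50% of all counted rows on average over the 6 libraries, with 6.13% ± 1.06 in RPMI plus B27 and 6.87% ± 0.938 in DMEM plus fatty acids (SD, n = 3 each), a difference smaller than the SD of each medium (exact two-sided permutation test without pairing, p = 0.3). The share was higher in DMEM plus fatty acids in all 3 pairs of equal replicate number, by 0.217 to 1.64 percentage points (exact sign-flip permutation test, p = 0.25, the smallest that 3 pairs allow). Without the genome build, the annotation and the reads, it was not tested whether they come from introns, from genes missing in the annotation or from the opposite strand. No biological explanation was tested.

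Reads overlapping more than one gene made up 4.02% on average, with 4.12% ± 0.0230 in RPMI plus B27 and 3.92% ± 0.0349 in DMEM plus fatty acids (SD, n = 3 each). The media did not overlap (exact two-sided permutation test, p = 0.1, the smallest possible), and the difference is small beside the share itself. Which gene pairs these reads come from is not recorded in the counts, so neither the annotation nor the medium was tested as an explanation.

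Reads aligned to more than one place made up 3.54% on average, with 3.91% ± 0.175 in RPMI plus B27 and 3.16% ± 0.170 in DMEM plus fatty acids (SD, n = 3 each, exact two-sided permutation test, p = 0.1, the smallest possible). A candidate source is mitochondrial transcripts, which have copies in the nuclear genome. The mean share of reads aligned to more than one place was lower in DMEM plus fatty acids by 19.1% of its RPMI plus B27 value, and the mean mitochondrially encoded share of all counted rows by 17.4%, so the 2 proportions are close on average. Library by library the match was not close, since RPMI plus B27 replicate 1 had the largest share of such reads (4.10%) and the smallest mitochondrially encoded share of its medium (5.72% of all counted rows). In pair 1 the share of such reads was 3.08% in DMEM plus fatty acids, while the mitochondrially encoded share was 5.68%, almost unchanged. In pairs 2 and 3 both shares were lower in DMEM plus fatty acids. With 3 libraries per medium these cannot be told apart from other changes in the pool of transcripts that came with the medium.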

How the results depend on the processing

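Fry with the replicate block was chosen only after the results were seen, and the other alternatives of this part were set in advance. The cause of a change was not tested unless a reason is given.

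The 219 called genes, 184 of them changed at least 2-fold, became 1218 and 710 with the DESeq2 Wald test (217 of the 219 among them), 539 and 456 with no filter, which tested 26979 genes in place of 16107, 119 and 99 with at least 10 counts required in every library, which tested 14501, and 770 and 487 with the replicate block. The cause was not tested for any of these. The block with GC content and length trends removed gave 797 and 492. The threshold of 0.01 gave 3 and 3, fewer by construction, and glmTreat against a log2 fold change of 0.5 left 36 genes (1192 at an unadjusted p under 0.05), since it tests a stricter null. Across the 6 fits that each left out 1 library the counts ran from 3 (without DMEM plus fatty acids replicate 3) to 131 (without RPMI plus B27 replicate 3), and for 2-fold changes from 3 to 128. These fits have fewer libraries, and no other cause was tested. The counts moved less with median-of-ratios scaling (217 and 184), total counts (202 and 158, 175 of the 219 shared), TMM without mitochondrially encoded genes (219 and 184), limma-voom (172 and 148) and GC content and length removed (221 and 187).

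The 15 called lists became 0 by camera with an estimated correlation (2 at an unadjusted p under 0.05), 4 by fry and 7 by fry with the replicate block, 6 of the 7 among the 15. The estimated correlation and fry take the correlation between genes into account, and the preset of 0.01 largely sets it aside. Fry also has another null hypothesis, since it does not compare a list with other genes as camera does. Which of these accounts for the calls that differ between camera and fry was not tested. In the other alternatives 14 to 16 lists were called. With camera the block kept the 15 calls and added the hepatic and foregut endoderm list, which was also called under total counts, with no filter and in 2 fits that left out 1 library (without RPMI plus B27 replicate 1, 0.000251, and without DMEM plus fatty acids replicate 3, 0.00291). With fry the block changed 5 calls, of which the fibroblast and stromal list was lost (0.0409 without and 0.127 with the block) and glycolysis, hypoxia response, endothelial markers and calcium handling were gained.

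The medians of some lists changed sign, all but the cell cycle list uncalled, and the cause was not tested. Scaling by total counts gave 0.0179 for calcium handling, 0.0758 for ion channels, 0.0826 for the insulin and FOXO-repressed list and 0.00201 for pluripotency markers. Under this scaling the median of all genes rises to 0.119 by construction. Ion channels had 0.0388 with the block, by camera and by fry. With at least 10 counts in every library the thyroid and glucocorticoid response had 0.285 and neural markers -0.648, and neural markers had -0.343 with no filter, since these filters change which members count. Leaving out 1 library gave medians of -0.380 (without DMEM plus fatty acids replicate 1) to 0.0699 (without RPMI plus B27 replicate 1) for mature sarcomere genes, -0.0881 (without DMEM plus fatty acids replicate 1) to 0.396 (without RPMI plus B27 replicate 1) for ion channels, and -1.11 (without DMEM plus fatty acids replicate 3) to 0.148 (without RPMI plus B27 replicate 3) for the cell cycle. The insulin and FOXO-repressed list had medians of -0.227 (without RPMI plus B27 replicate 3) to 0.103 (without RPMI plus B27 replicate 1). Pluripotency markers had -0.568 (without DMEM plus fatty acids replicate 3) to 0.153 (without RPMI plus B27 replicate 3). Neural markers had -0.311 (without RPMI plus B27 replicate 1) to 0.421 (without RPMI plus B27 replicate 2). Over 375 values of the 25 lists, 297 were the same, 43 weaker, 10 stronger and 25 reversed, 2 of these for a called list.

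The TNNI3 share difference was 9.31 percentage points with counts divided by length, because the longest annotated transcript is shorter for TNNI3 than for TNNI1, and which transcripts the cells used was not measured. The MYL2 share difference ran from -2.20 (without RPMI plus B27 replicate 2) to 1.87 (without RPMI plus B27 replicate 1), the MYH7 one from -42.4 to -27.7 (-34.3 by length), the TNNI3 one from 1.31 to 6.26 and the mitochondrially encoded one from -1.60 to -0.978 (-1.08 as a share of all counted rows), and the cause was not tested. A share over symbols with an MT- prefix was not run, since 0 symbols carry it.

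Among the named genes the sign changed for uncalled genes alone, and the cause was not tested. Total counts gave 0.0896 for MYL7 and 0.0974 for MKI67, and the block gave -0.0147 for RYR2. Leaving out 1 library gave -0.0377 to 0.667 for TNNI3, -0.982 to 0.780 for MYL2, -0.283 to 0.274 for MYL7, -0.265 to 1.47 for SCD, -0.239 to 0.138 for RYR2 and -1.22 to 0.506 for MKI67. The negative value of SCD was that without DMEM plus fatty acids replicate 1. Over 690 values of 69 genes, 499 were the same, 140 weaker, 37 stronger and 14 reversed.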

Other observations

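The tests of the stromal cell share, of reads shared between MYH6 and MYH7, of the hypoxia list without glycolysis genes, of the ratio of mitochondrial to nuclear subunits and of the endoderm transcripts were chosen only after the results they bear on were seen. The other tests were set before their own values were computed, though after the first comparison of the media.

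The number of called genes was set against other divisions of the 6 libraries into 3 and 3. Each other division mixes the media unevenly in both groups. Part of the medium difference thus stays between the groups, and the rest adds to the spread within them. These divisions are therefore not unchanged data, and few called genes were to be anticipated in them from the start. The real division gave 219 genes, 184 of them changed at least 2-fold, and each of the 9 others gave 0, with 37 to 1001 genes at an unadjusted p under 0.05 against 2848 in the real one. So 1 of the 10 divisions gave as many called genes, and 1 of the 10 as many changed at least 2-fold, a share that cannot go below 0.1 in this design. Of the divisions that, like the real one, part all 3 pairs of replicate numbers, the 3 others gave 0 genes with the block as well (20 to 265 at an unadjusted p under 0.05), against 770. For the gene lists 1 of the 10 divisions gave as many camera calls, the real one with 15, but the others gave 5 to 12. Fry gave 0 in each of the 9 others, with 0 to 2 lists at an unadjusted p under 0.05, against 4 called and 9 at an unadjusted p under 0.05 in the real one.

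Most called genes were lower in DMEM plus fatty acids, 78.5% of 219. Scaling accounts for part of this, since the share was 63.4% when libraries were scaled by total counts, but lower genes were still the majority. After trends with GC content and gene length were removed the share was 78.3% of 221 genes, 205 of them shared with the uncorrected fit, so these trends do not account for it. What remains open includes a loss of cells other than cardiomyocytes, since the marker lists of fibroblasts, smooth muscle, epicardium and endothelium had negative medians. How far cardiomyocytes also express these markers was not measured for any of these lists. Of the 10 smooth muscle markers, 2 are also in another list.

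A lower share of stromal cells in DMEM plus fatty acids would lower all their markers by about the same factor. Among the 13 fibroblast and stromal markers with a mean of at least 10 CPM, 3 deviated from the mean change of the list (limma, adjusted p under 0.05), DCN lying below it by -3.42 on the log2 scale, and DDR2 and PDGFRA above it by 2.96 and 1.48. For the other 10 no deviation was called. None of the 15 tested markers is in another of the 25 lists. How many of them cardiomyocytes also express was not measured, and expression of DDR2 or PDGFRA outside stromal cells could hide a common fall. A lower share of stromal cells, a lower matrix output per cell and both together therefore cannot be told apart in these data.

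MYH6 rose and MYH7 fell in DMEM plus fatty acids. Reads shared by these near-identical genes were not measured. The MYH7 share differed by -34.4 percentage points with no overlap between media, but this is the pattern itself and tests no explanation, so wrong assignment of reads at a rate that differs between libraries stays open. A higher MYH6 share is a known response to thyroid hormone, which is a component of the usual B27 formulation, and loss of B27 would then work the other way. The 8 tested other thyroid hormone targets, signed in the direction of the hormone, had a median log2 fold change of 0.38, with 6 of 8 in that direction. Fry gave an adjusted p of 0.316 over the 5 lists tested in this part and 0.0190 with the replicate block, 0 members were called and 3 had an unadjusted p under 0.05. With the block 3 members were called, 2 in the direction of the hormone and 1 against it, the direct target KLF9 (-2.51 ± 0.48, SE, adjusted p 0.0600, and 0.0289 with the block). A shift to atrial identity was set against 16 other atrial and ventricular genes, whose signed median was -0.0251 with members going both ways (6 of 16 in the atrial direction, SLN at -4.17 ± 0.88, SE, with an adjusted p of 0.0751 and of 0.0403 with the block, fry adjusted p 0.994), 0 called and 4 at an unadjusted p under 0.05. With the block 3 were called, all against the atrial direction, and fry gave an adjusted p of 0.552, which leaves the set undecided. These explanations stay open, as do effects of fatty acids or of the base medium itself.

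The fall of the hypoxia response list may be a fall of glycolysis genes alone, since both lists share members. The 12 tested genes without the glycolytic ones had a median fall of 1.20 on the log2 scale, 11 of 12 fell and BNIP3 and P4HA2 were called, which argues against that. The evidence is limited, since fry gave an adjusted p of 0.316 without and 0.0199 with the replicate block, and BNIP3 kept its call in 1 and P4HA2 in 0 of the 6 fits that left out 1 library. By the reading first set for this test, fry without the block, it would have decided nothing, and the reading that counts the block and the called members was set after the values were seen. A hypothesis that stays open is a lower activity of hypoxia-inducible factors in DMEM plus fatty acids, and oxygen in the cultures was not recorded in the labels.

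TXNIP fell to 10.3 from 225.4 CPM and its relative ARRDC4 fell with it. Both are induced by glucose-sensing transcription factors, so less glucose signalling is a candidate explanation. The 7 tested other targets of these factors did not follow as a set, with a signed median of -0.22 (negative is against the prediction) and 2 of 7 lower, of which PFKFB3 was called without and with the block (fry adjusted p 0.994 and 0.552). FOXO factors also induce TXNIP. The 10 other FOXO targets had a signed median of 0.10, 6 of 10 were lower (fry adjusted p 0.994), and the called gene, FBXO32, was higher (0.92 ± 0.15, SE). With the block 3 were called, 2 lower (INSR and ERBB3) and FBXO32 higher (fry adjusted p 0.743). In both sets members went both ways, so neither explanation is excluded, and the glucose content of the media is not in the labels.

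Mitochondrially encoded and nuclear-encoded subunits of oxidative phosphorylation moved apart, the first down in 12 of 13 genes and the second up in 39 of 40. Scaling moves both alike and does not explain it, since the log2 ratio of mitochondrially encoded to nuclear-encoded counts within each library went from 3.06 ± 0.126 to 2.34 ± 0.202 (SD, n = 3 each), a difference of -0.72, lower in all 3 pairs (exact two-sided permutation test, p = 0.1, the smallest possible). Differences in poly(A) selection of mitochondrial transcripts between libraries were not tested and stay open beside a change of mitochondrial transcription or of mitochondrial content.

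Transcripts of hepatic and foregut endoderm differed between replicates far more than between media. SERPINA1 had 0, 284 and 5276 counts in RPMI plus B27 replicates 1, 2 and 3 and 0, 24 and 570 in DMEM plus fatty acids, and AFP had 0, 298 and 1685 against 2, 9 and 164. The 12 markers other than APOA1 together differed 856-fold in counts between the highest library (RPMI plus B27 replicate 3) and the lowest (DMEM plus fatty acids replicate 1), while depth differed 1.34-fold, so depth or scaling cannot account for it. Within media they ran from 0.680 to 276.0 raw CPM in RPMI plus B27 and from 0.387 to 35.8 in DMEM plus fatty acids. With APOA1, which had 174 to 1003 counts per library, the total ran from 183 to 8711 counts. Of the 13 markers, 12 had a higher CPM in replicate 3 than in replicate 1 in both media, the exception being SOX17. This is consistent with replicate pairs that carried different shares of endoderm-like cells or RNA from them, for example from differentiations of different purity. Carry-over of RNA among the 6 libraries does not explain RPMI plus B27 replicate 3, which would need 7.72 times the whole of the next highest library. It does not explain DMEM plus fatty acids replicate 3 as a whole either. Its counts of the 12 markers would need 12.96% of RPMI plus B27 replicate 3, and 9 of the 9782 other genes with at least 10 CPM there lay below the level this alone would bring (binomial test, adjusted p under 0.05), NPPB at 2.21% of its level there. This test covers counting error only, and the 9 genes reached up to 9.50% (CDKN2B, adjusted p 0.0120). For RPMI plus B27 replicate 2 and DMEM plus fatty acids replicate 2, carry-over from RPMI plus B27 replicate 3 would need 10.6% and 0.772%. There 0 genes lay below that level (2 and 0 at an unadjusted p under 0.05). Carry-over would bring the markers in the proportions of its source. RPMI plus B27 replicate 2 had 298 AFP, 284 SERPINA1 and 20 ALB counts against 1685, 5276 and 41 in replicate 3. APOB and TTR, with 12 and 13 against 130 each, lay near the share needed. These counts argue against carry-over as the whole source in RPMI plus B27 replicate 2, and a part stays open. For DMEM plus fatty acids replicate 2 carry-over stays open, as does RNA from outside the 6 libraries for both. All 13 markers were lower in DMEM plus fatty acids in both pairs 2 and 3, which is a hypothesis of lower survival of such cells and rests on 2 pairs. At their highest the markers reached 311.9 raw CPM together in RPMI plus B27 replicate 3, so their share of the RNA was small.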
